A study of Homo sapiens with 4 samples. Its data were reported in "Systematic characterization of the HOXA9 downstream targets in MLL-r leukemia by noncoding CRISPR screens" (2023).

How the data were processed

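ATAC-seq libraries were made from SEM cells expressing dCas9-KRAB with sgFLT3-DE-1 or sgNT, 2 libraries per guide, and grouped by the treatment and title in the labels. The authors deposited a table of raw counts per consensus peak and a list of the same 139872 peaks with start and end positions. The regions of the table and the list were identical, and their median length was 179 bp. Per the labels, the build was hg19 (GRCh37), and all peaks lay within the chromosome ends of the GRCh37 reference.

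The sources differ on how the authors made the counts. The extract protocol and the study's methods name cutadapt 1.18 and Bowtie2 2.2.9. The submitters' processing notes list Trim Galore 0.4.4, cutadapt, BWA, SAMtools 1.2, bedtools 2.24.0 and MACS2 2.1.1.20160309. The study's supplementary notes describe properly paired, uniquely mapped reads, marking of duplicates, fragments under 100 bp for peak calling, peaks per library at q 0.05 and at a relaxed q of 0.5, and a merge of reproducible peaks over both guides. For the test of differences, the study's methods name ABSSeq with HTSeq counts, and its supplementary notes TMM factors with limma-voom, so its adjusted p-values come from another test than the edgeR fit used here. Which fragments were counted, and whether reads were shifted for the transposase offset, is not given in the sources used here. A shift of a few bases would matter little for peaks of this length. Unique mapping would leave out reads shared by repeated sequence, but would place reads from introduced DNA at a matching genomic locus. Because peaks were called in the same libraries that were compared, a peak present with either guide enters the list.

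Counts were tested with edgeR 4.0.16 (R 4.3.3): filterByExpr with its defaults (minimum count 10, minimum total 15) kept 82558 peaks, TMM factors scaled the libraries, and the quasi-likelihood test compared sgFLT3-DE-1 with sgNT with the group as the only term. Benjamini-Hochberg adjustment ran over all tested peaks, with FDR 0.05 as the threshold. Standard errors are the absolute log2 fold change over the square root of F. Normalised CPM (counts scaled to a common library size) uses TMM-scaled totals, and correlations use log2 values with a prior count of 2. Sets were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and with an estimated one, and with fry. Adjustment for sets ran within each family, namely 5 distance classes, 12 gene lists and 23 chromosomes. Other HOXA9-bound regions, promoter peaks and guide-like sites were families of 1 set, where the adjusted p equals the raw one.

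Depth ranged from 2683477 to 4831164 counts per library, with median counts per peak of 12 and 17 with sgFLT3-DE-1 and 10 and 9 with sgNT. Counts between replicates varied by more than counting error, with a chi-square over its degrees of freedom of 2.89 for sgFLT3-DE-1 and 1.64 for sgNT, so no library was treated as a copy of another. The procedure was tested on simulated counts for the 82558 peaks of this comparison, in 5 runs with 200 changed peaks each. With independent libraries it recovered 0% of peaks changed 1.5-fold, 6.27% of those changed 2-fold and 61.5% of those changed 4-fold. When libraries of the same number shared effects of the size seen here, it recovered 0%, 0% and 14.8%. These figures hold for the fit with the group as the only term.

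The guide was matched to both strands of GRCh37 with an NGG motif and at most 4 mismatches. Annotation was GENCODE 44 lifted to GRCh37. Promoter peaks lay within 1 kb of a protein-coding transcription start. HOXA9-bound regions were read from the study's list of ChIP-seq peaks, used only as positions, with an overlap of at least 1 bp. The gene lists, the tests and the alternatives were fixed before the data were examined, except a correction for GC content (loess of each library on peak GC content, span 0.3), alone and together with the replicate number, which was added afterwards. The count of other splits and some tests of explanations, named in the closing section, were also chosen afterwards. Named peaks were the target, all tested peaks within 50 kb, promoter peaks of FLT3, PAN3 and RBM45, peaks at HOXA9-bound regions of 8 genes the study followed, every peak past FDR 0.05 (if at most 20), the 5 of smallest p in each direction, up to 4 members per gene list, and guide-like sites with at most 3 mismatches. Of the 190 genes in the lists, 148 had a consensus peak within 1 kb of a start. The report gives 1 to 4 of the named members per list, and 1 named member is not reported here.

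Alternatives were relative log expression factors, total counts only, loess offsets over mean count, no filter, a mean count of at least 50, DESeq2 1.42.0, limma-voom, the replicate number as a covariate, thinning to the smallest total, and leaving out each library, and for single results other thresholds, windows or overlaps. When a library was left out, the lone library of its group was assumed to vary like the other group. Sequencing reads and fragment lengths were not analysed here.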

Results

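Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adaptors into open DNA, in SEM cells, a B cell precursor leukemia line that carries an MLL rearrangement. The cells expressed dCas9-KRAB, a Cas9 without nuclease activity fused to a repressor domain, together with either sgFLT3-DE-1, a guide RNA against a HOXA9-bound enhancer of FLT3, or the non-target control guide sgNT. There were 2 libraries with sgFLT3-DE-1 and 2 with sgNT, numbered 1 and 2 in each group. The table gave counts in 139872 consensus peaks. Total counts were 3670758 and 4831164 with sgFLT3-DE-1 and 3321429 and 2683477 with sgNT, so the control libraries were the shallower ones. Library-to-library Pearson correlations of log2 CPM (counts scaled to a common library size) over the 82558 tested peaks were 0.875 between the sgFLT3-DE-1 libraries and 0.887 between the sgNT libraries, against 0.915 between the libraries numbered 1 and 0.922 between those numbered 2. The labels do not say whether the libraries came from separate cultures, although the study's supplementary notes call ATAC-seq replicates of a condition biological. The p-values thus measure only the spread between these libraries, which may be technical.

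The first comparison asked whether CRISPRi reduced accessibility at the targeted enhancer. The protospacer AACACCTGTGAAATGACTGT matched GRCh37 exactly at 1 site, chromosome 13 from 28843152 to 28843171 on the plus strand, 168.4 kb from the FLT3 transcription start. That site lay inside 1 consensus peak, chromosome 13 from 28842815 to 28843351, within intron 12 of PAN3, which encodes a subunit of a poly(A) deadenylation complex. Normalised CPM in this target peak was 70.4 ± 6.11 with sgFLT3-DE-1 (SD, n = 2) and 133 ± 9.76 with sgNT (SD, n = 2). The raw counts were 214 and 338 with sgFLT3-DE-1 and 378 and 350 with sgNT. Accessibility with sgFLT3-DE-1 was 53% of the control level, and the ratio was 0.523 between the libraries numbered 1 and 0.533 between those numbered 2. By edgeR's quasi-likelihood test the log2 fold change was -0.92 (SE 0.264). After Benjamini-Hochberg adjustment over all tested peaks the decrease did not pass (adjusted p = 1.0), and the peak ranked 14 by p among all tested peaks and 6 among those with lower counts. Among lower peaks it ranked 1 with DESeq2, limma-voom, total counts only or loess offsets, 97 after a correction for GC content and 113 to 297 when a library was left out. With loess offsets over mean count as the normalization the log2 fold change was -0.86 and the adjusted p was 0.0399. The target was then the 1 lower peak that passed. With the replicate number as a covariate in edgeR the target also passed (-0.92, SE 0.12, adjusted p = 2.74e-10). It then ranked 1 among lower peaks. The libraries share only that number, and the labels do not say whether it marks a batch. An exact permutation test of 2 libraries against 2 cannot give a p below 0.33.

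Peaks around the target were examined next, since KRAB can act beyond the guide site. Within 50 kb of the guide there were 31 other tested peaks, of which 23 had lower and 8 had higher estimates with sgFLT3-DE-1, and 18 were lower between the libraries of both numbers. The nearest, also in an intron of PAN3, at 28841748 to 28841965 and 1.3 kb from the guide, had a log2 fold change of -0.97 (SE 0.3, adjusted p = 1.0 by edgeR). Another HOXA9-bound region of PAN3, at 28819743 to 28819964 and 23.3 kb away, had a log2 fold change of -0.84 (SE 0.303, adjusted p = 1.0 by edgeR). Its normalised CPM was 10.1 ± 0.359 with sgFLT3-DE-1 and 18.3 ± 1.3 with sgNT (SD, n = 2 each). The peak 5.09 kb from the guide, on its other side, had a log2 fold change of -0.06 (SE 0.264). The highest estimate, 1.01 (SE 0.46), belonged to a peak with 16 and 43 counts against 9 and 11.

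**Figure D1:**
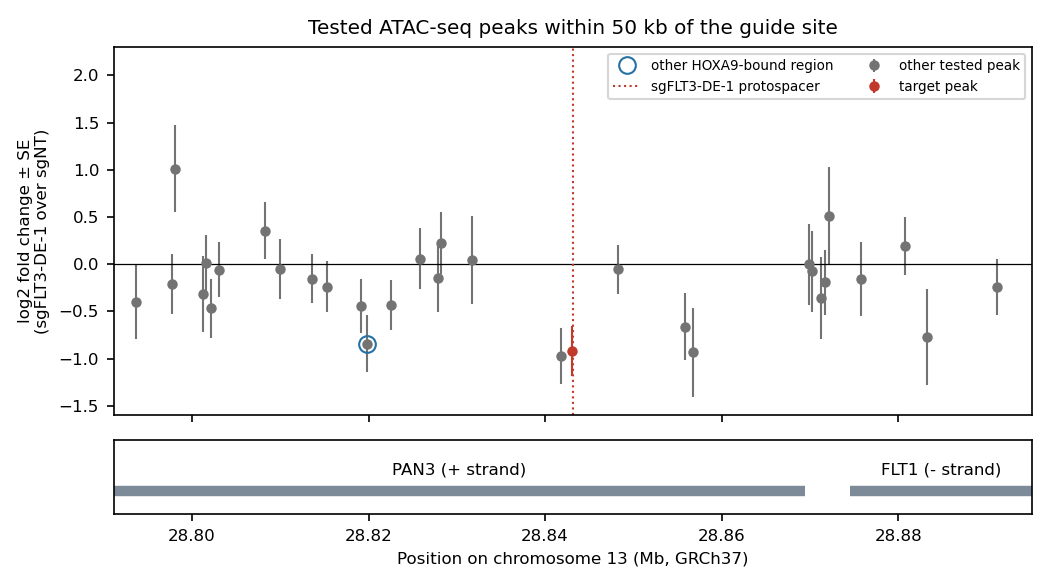
Log2 fold change with its standard error (vertical axis) of the tested ATAC-seq peaks within 50 kb of the guide site, by position on chromosome 13 in GRCh37 (horizontal axis), with the extents of PAN3 and FLT1 drawn to scale underneath. The target peak (-0.92) and its nearest neighbour (-0.97) lie beside the guide. The circled other HOXA9-bound region (-0.84) lies 23.3 kb away, and most other estimates have error bars that reach 0.

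As classes, the 30 peaks at 5 to 50 kb had a mean log2 fold change of -0.16 and were lower than other peaks by camera with a preset correlation of 0.01 (adjusted p = 0.0102). The call held after the correction for GC content (mean -0.19, adjusted p = 0.000984) and with DESeq2, limma-voom or loess offsets. It also held with the replicate number as a covariate (mean -0.18, adjusted p = 0.00593). The call was lost with a mean count of at least 50 (mean -0.12, adjusted p = 0.376) and with an estimated correlation between peaks (adjusted p = 0.851). By fry the adjusted p was 0.869, so the class did not pass. It was also lost without sgFLT3-DE-1 replicate 1 (mean -0.02, adjusted p = 0.788) and without sgNT replicate 2 (mean -0.08, adjusted p = 0.16). The class up to 5 kb held 1 peak, the neighbour described above, with a camera adjusted p of 0.00118 and a fry adjusted p of 0.0804. With 1 peak no correlation can be estimated, and camera only places that peak among all peaks, adjusted over 5 classes. Mean log2 fold changes were 0.09 for 26 peaks at 50 to 200 kb, 0.06 for 73 peaks at 200 kb to 1 Mb and 0.02 for 1892 peaks on the rest of chromosome 13, and none of these 3 classes passed by camera (adjusted p 0.57, 0.57 and 0.647).

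The promoters of FLT3, a receptor tyrosine kinase gene, and of PAN3 were compared because the study followed the expression of both genes. The peak over the FLT3 transcription start, chromosome 13 from 28674277 to 28675153, covers the upstream region, exon 1 and part of intron 1. It had 156 ± 8.68 normalised CPM with sgFLT3-DE-1 and 190 ± 11.1 with sgNT (SD, n = 2 each), a log2 fold change of -0.28 (SE 0.274, adjusted p = 1.0 by edgeR). A small second peak in FLT3 intron 1 had a log2 fold change of 0.50 (SE 0.35). The 3 promoter peaks of PAN3 had log2 fold changes of -0.18 (SE 0.256), -0.22 (SE 0.271) and -0.12 (SE 0.333). At the promoter of RBM45, a locus the study named as unaffected, the log2 fold change was 0.14 (SE 0.262). By group alone these differences were smaller than 2 standard errors, and none of these 6 peaks passed. With the replicate number as a covariate the peak over the FLT3 start had a log2 fold change of -0.285 (SE 0.11, adjusted p = 0.408 by edgeR). After the correction for GC content by group alone it had -0.12 (SE 0.395).

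The genome-wide comparison asked whether the guide changed accessibility elsewhere. With edgeR, 2 of the 82558 tested peaks passed FDR 0.05, both higher with sgFLT3-DE-1, both with a log2 fold change above 1, and both in HBB, the gene of adult beta-globin. The first, chromosome 11 from 5246126 to 5247346, covers exon 3, part of intron 2 and 568 bp downstream of the gene. Its normalised CPM was 376 ± 220 with sgFLT3-DE-1 and 48.4 ± 9.03 with sgNT (SD, n = 2 each), and its raw counts were 1719 and 997 against 164 and 105. The log2 fold change was 2.95 (SE 0.362, adjusted p = 0.00052). The other, from 5247720 to 5247830, crosses the border of intron 2 and exon 2, with raw counts of 137 and 85 against 18 and 8 and a log2 fold change of 2.67 (SE 0.394, adjusted p = 0.00906). Both were higher in the libraries of either number, by 9.69 and 5.24 times for the first peak and 7.03 and 5.87 times for the other. Neither the peak at chromosome 11 5246126 nor the peak at chromosome 11 5247720 passed without sgNT replicate 2 (adjusted p 0.209 and 0.469), nor among the peaks with a mean count of at least 50 (adjusted p 0.0666 and 0.26). The first did not pass with DESeq2 (adjusted p = 0.0942) or after a correction for GC content (0.0858), and the other did not pass with limma-voom (0.146) or total counts only (0.086). Without sgFLT3-DE-1 replicate 2, 7 higher and 2 lower peaks passed.

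The next 3 higher peaks by p did not pass by group alone. A peak in intron 8 of TBC1D5, chromosome 3 from 17443660 to 17443771, had raw counts of 172 and 96 against 36 and 6 (log2 fold change 2.28, SE 0.424, adjusted p = 0.252 by edgeR). A peak on chromosome 15 from 68132364 to 68132805 had counts of 1526 and 1006 against 369 and 184 (log2 fold change 1.81, SE 0.343, adjusted p = 0.252). It overlaps 20 bp of RNU6-1, a gene of the U6 small nuclear RNA, and 422 bp upstream of it. A peak on chromosome 6 from 74229756 to 74231063 covers the start of EEF1A1, which encodes a translation elongation factor, with 308 bp upstream, exon 1 and 943 bp of intron 1. Its counts of 7355 and 5360 against 2053 and 579 gave a log2 fold change of 1.91 (SE 0.438, adjusted p = 1.0), and in sgFLT3-DE-1 replicate 1 it alone held 0.2% of all counts.

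**Figure D2:**
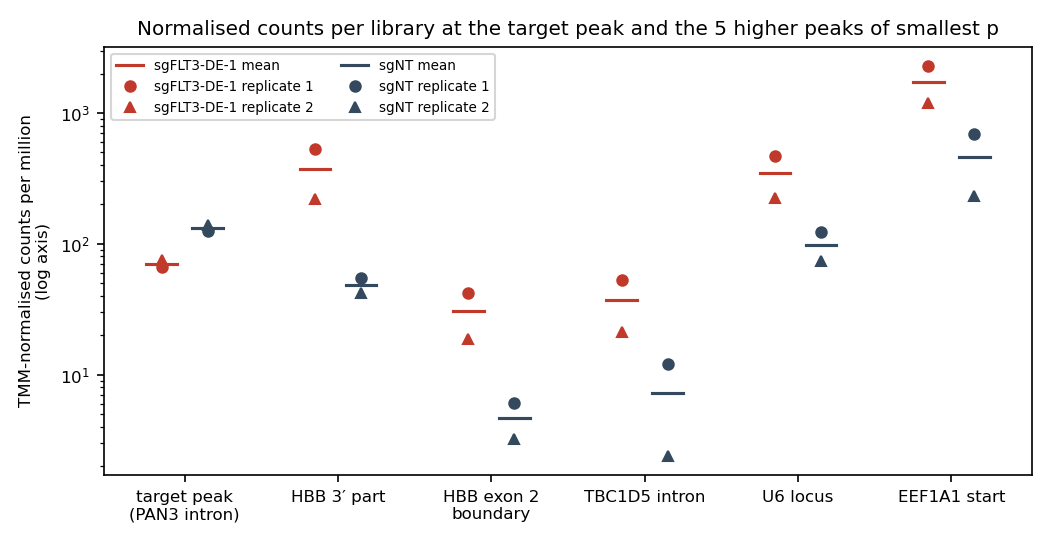
TMM-normalised CPM in each library (vertical log axis) at the target peak and at the 5 higher peaks of smallest p, with circles for replicate 1, triangles for replicate 2 and horizontal bars for group means. At the target both sgFLT3-DE-1 libraries lie below both sgNT libraries (means 70.4 and 133), and at the HBB peak of smallest p the means are 376 and 48.4.

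No lower peak passed by group alone with TMM scaling in edgeR, and DESeq2 and limma-voom gave 0 as well. Some alternatives called lower peaks, among them loess offsets with 1, the target. The replicate number as a covariate gave 57 lower peaks, and 8 with the GC correction added, although the labels do not say whether that number marks a batch. By edgeR and group alone 885 peaks were lower and 683 higher at an unadjusted p under 0.05. Together these were 1.9% of the tested peaks. The 5 lower peaks of smallest p had few counts. They lay at the promoters of RASGRP2 (log2 fold change -1.47, SE 0.382), SMURF1 (-1.34, SE 0.366) and NUMBL (-1.46, SE 0.398), in an intron of ARHGAP45 (-1.58, SE 0.436) and in LINC02940 (-1.73, SE 0.488). RASGRP2 encodes a guanine nucleotide exchange factor for Rap1, and SMURF1 a ubiquitin ligase. The adjusted p of each was 1.0 by edgeR, and their highest count in any library was 39.

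HOXA9-bound regions that the guide did not target were tested as a set, with regions taken from the study's own ChIP-seq list. The list held 229 regions, of which 220 overlapped a consensus peak, and 222 peaks entered the test without the target. Of these 114 were lower and 108 higher, with a mean log2 fold change of -0.01, and the set did not pass by camera (adjusted p = 0.562), by camera with an estimated correlation (adjusted p = 0.429) or by fry (adjusted p = 0.479). With no filter on low counts the set passed (mean -0.07, camera adjusted p = 0.0217), as it did after a correction for GC content (mean -0.06, camera adjusted p = 0.0285). With loess offsets, with a mean count of at least 50 and without sgNT replicate 2 the mean was above 0 (0.01, 0.04 and 0.02), and the set did not pass. The lowest member was the other PAN3 region described above, 23.3 kb from the guide. The peaks at regions the study followed in growth assays did not pass singly. In edgeR the log2 fold changes were -0.06 (SE 0.252) in an intron of CDK6, a cell cycle kinase gene, -0.39 (SE 0.329) in RUNX1, a hematopoietic transcription factor gene, and -0.28 (SE 0.258) at DCAF11. They were 0.04 (SE 0.283) in PEBP4, 0.29 (SE 0.294) near AHI1, -0.30 (SE 0.292) at NDUFS8 and 0.03 (SE 0.393) in MAN1C1. The 2 peaks in ZCCHC7 had 0.09 (SE 0.255) and 0.42 (SE 0.489).

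Promoter peaks of 12 gene lists were compared to see whether programmes of these cells moved with the guide. By camera with the preset correlation 7 lists passed FDR 0.05, 6 of them lower and 1 higher. None passed with an estimated correlation (smallest adjusted p = 0.18). Camera compares a list with all other tested peaks, and promoter peaks as a class were lower (mean -0.10). The ribosomal protein controls, chosen as genes with no expected response, were among the 6 lower lists. No list was tested against promoter peaks alone, so a lower call need not be specific to its list. Each gene given as an example is represented by its peak of smallest p, and some have other promoter peaks nearer to 0 or of the opposite sign. Apart from the 2 HBB peaks, no member passed singly, adjusted over all tested peaks or adjusted over the list alone. Without sgNT replicate 2, 4 lists passed, and after a correction for GC content 3 did. The means of the stem and progenitor, myeloid and interferon lists changed sign under some alternatives.

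The heat shock and stress list had the lowest mean, -0.34, and all 19 of its peaks had estimates below 0 (adjusted p = 1.72e-06, and 0.238 with an estimated correlation). Its examples were the promoters of DNAJB1, a co-chaperone (-0.81, SE 0.269), HSP90AA1 (-0.65, SE 0.289) and DDIT3 (-0.55, SE 0.259), of which the latter 2 peaks also cover the starts of WDR20 and MBD6. The other HSP90AA1 peaks had -0.06 and -0.16. In the p53 and DNA damage list 22 of 28 peaks were lower (mean -0.18, adjusted p = 0.0042, and 0.274 with an estimated correlation), among them GADD45B (-0.96, SE 0.338) and XPC, a nucleotide excision repair gene (-0.54, SE 0.256). The MLL-fusion and HOXA programme had 33 of 47 peaks lower (mean -0.16, adjusted p = 0.000838, and 0.238 with an estimated correlation), with JMJD1C at -0.80 (SE 0.274), RUNX1 at -0.66 (SE 0.259) and PBX3, a HOX cofactor, at -0.46 (SE 0.261). For the FLT3, MAPK and STAT5 signalling output, the genes downstream of the receptor, 25 of 36 peaks were lower (mean -0.13, adjusted p = 0.00456, and 0.432 with an estimated correlation), with CCND3 at -0.82 (SE 0.446, a peak that also covers the start of TAF8), EGR1 at -0.43 (SE 0.256) and PIM1 at -0.37 (SE 0.264). A second peak of EGR1 had 0.11 and one of PIM1 had 0.61, and the other JMJD1C peaks had 0.19, -0.03 and -0.33.

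The cell cycle list had 26 of 35 peaks lower (mean -0.14, adjusted p = 0.00456, and 0.238 with an estimated correlation). It was the 1 list that passed by fry (adjusted p = 0.0391), and its examples were TOP2A (-0.82, SE 0.288) and BUB1 (-0.66, SE 0.3). The ribosomal protein controls, chosen as genes with no expected response, had 15 of 18 peaks lower (mean -0.15, adjusted p = 0.00956, and 0.238 with an estimated correlation), with RPL3 at -0.92 (SE 0.314), RPL5 at -0.96 (SE 0.369) and RPL4 in the other direction at 1.66 (SE 0.754). Second peaks of RPL5 and RPL4 had -0.16 and -0.21. The erythroid and megakaryocyte list was higher (mean 1.34, adjusted p = 2.24e-14, and 0.18 with an estimated correlation), but 2 of its 4 tested peaks were the HBB peaks. The others were NFE2 at 0.40 (SE 0.553) and GP9 at -0.66 (SE 0.604).

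The heat shock mean was -0.21 without sgNT replicate 2 and -0.23 after the correction for GC content. The mean of the MLL-fusion and HOXA programme was -0.25 without sgFLT3-DE-1 replicate 2 and -0.12 without sgFLT3-DE-1 replicate 1 (adjusted p = 0.0427). Several list calls were lost under an alternative, and the means can be set against that of all promoter peaks (-0.10). After the correction for GC content the FLT3, MAPK and STAT5 signalling output (mean -0.03, adjusted p = 0.404), the p53 and DNA damage list (-0.09, 0.273), the cell cycle list (-0.04, 0.404) and the ribosomal protein controls (-0.07, 0.19) no longer passed. Without sgFLT3-DE-1 replicate 1 the signalling output (-0.05, adjusted p = 0.232), the p53 list (-0.16, 0.0571) and the ribosomal controls (-0.18, 0.0721) did not pass. Without sgNT replicate 2 the same 3 lists did not (-0.05, -0.13 and -0.09, adjusted p = 0.166, 0.0733 and 0.166), and without sgFLT3-DE-1 replicate 2 the cell cycle list did not (-0.17, adjusted p = 0.0596). With peaks within 50 kb of a start, the heat shock list (-0.07, adjusted p = 0.0524) and the erythroid list (0.04, 0.942) did not pass, and with a mean count of at least 50 the ribosomal controls did not (adjusted p = 0.256).

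The remaining 5 lists did not pass. The B-lineage list passed with no filter (mean -0.30, adjusted p = 0.00739), without sgFLT3-DE-1 replicate 2 (-0.40, 0.00957) and with peaks within 50 kb (-0.12, 0.00459), and the myeloid list without sgFLT3-DE-1 replicate 1 (0.44, 0.0427). In the B-lineage list 15 of 24 peaks were lower (mean -0.09, adjusted p = 0.205), with TCF3, a B-lineage transcription factor gene, at -0.72 (SE 0.32). The stem and progenitor list had a mean of -0.06 and a median of 0.03 over 16 peaks (adjusted p = 0.39), with ERG at -0.75 (SE 0.337). Myeloid cell markers had a mean of 0.11 over 7 peaks (adjusted p = 0.937), T and NK cell markers 0.14 over 11 peaks (adjusted p = 0.388), and the interferon response 0.04 with a median of -0.01 over 29 peaks (adjusted p = 0.957). Myeloid examples were CEBPA at -0.36 (SE 0.255) and, in the other direction, SPI1 at 0.29 (SE 0.445), MPO at 0.27 (SE 0.473) and CEBPE at 0.30 (SE 0.526). T and NK examples were ZAP70 at 0.69 (SE 0.408) and GATA3 at 0.62 (SE 0.477). In the other direction were LCK at -0.55 (SE 0.443) and NKG7 at -0.51 (SE 0.364). IFIT3 of the interferon list had 0.99 (SE 0.55), and its other peaks had -0.65, 0.35 and -0.02.

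**Figure D3:**
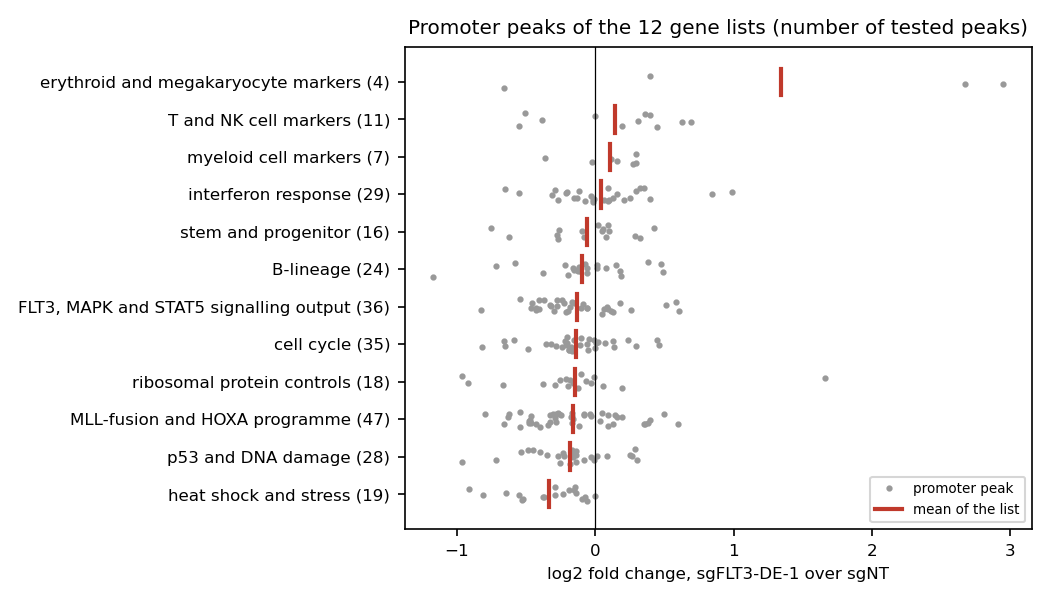
Log2 fold change of each tested promoter peak (grey points, horizontal axis) in the 12 gene lists (rows, with the number of peaks), and the mean of each list (red bars). Vertical scatter within a row only separates points. Means lie between -0.34 for heat shock and stress and 1.34 for the erythroid and megakaryocyte list, where the points at 2.67 and 2.95 are the HBB peaks.

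Among peak classes, the 17186 tested peaks within 1 kb of a protein-coding start had a mean log2 fold change of -0.10, with 63.4% of them lower (camera adjusted p = 5.24e-07, adjusted p = 0.0694 with an estimated correlation, fry adjusted p = 0.159). Consensus promoter peaks held 32.9% and 33.1% of all counts in the sgFLT3-DE-1 libraries and 35.6% and 35% in the sgNT libraries. Of 23 chromosomes, 3 passed by camera, all lower, and none with an estimated correlation (adjusted p = 0.909 for each). Mean log2 fold changes were -0.19 on chromosome 19, -0.07 on chromosome 17 and -0.07 on chromosome 22. These values differed between the replicate numbers, at -0.29 and -0.15 on chromosome 19, -0.21 and -0.02 on chromosome 17, and -0.22 and -0.01 on chromosome 22 for numbers 1 and 2. Without sgFLT3-DE-1 replicate 1 the means turned positive on all 3 chromosomes (0.04, 0.18 and 0.19), and without sgNT replicate 2 they did too (0.12, 0.23 and 0.21). Without sgFLT3-DE-1 replicate 1, 5 chromosomes passed, without sgFLT3-DE-1 replicate 2 and without sgNT replicate 1, 8 each, and without sgNT replicate 2, 0. On chromosomes 1, 11, 12 and 15 the means were above 0 while camera, which compares a set with all other peaks, gave the direction as lower, and none of these passed. The promoter mean was -0.05 without sgFLT3-DE-1 replicate 1, -0.23 without sgFLT3-DE-1 replicate 2 and -0.05 without sgNT replicate 2, and after a correction for GC content it was -0.0022 and no longer passed (camera adjusted p = 0.444).

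Sites resembling the guide were tested for changes away from the target. In GRCh37 there was 1 site with an NGG motif at 2 mismatches, 16 at 3 and 161 at 4. Consensus peaks held 1 of the sites at 3 mismatches, which had too few counts to be tested, and 3 at 4 mismatches. The 3 tested peaks had a mean log2 fold change of -0.41 and a median of -0.20, and did not pass by camera (adjusted p = 0.0682). With an estimated correlation the camera adjusted p was 0.368, and fry gave 0.225. After a correction for GC content they passed by camera with the preset correlation (mean -0.46, adjusted p = 0.0294). The mean was -0.22 without sgNT replicate 1, -0.28 without sgFLT3-DE-1 replicate 2, -0.13 after thinning and -0.16 with a mean count of at least 50.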

Values the study reported

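The study reported 229 reproducible HOXA9-bound peaks in SEM cells. It placed the FLT3 enhancer approximately 170 kb upstream of FLT3. In its ATAC-seq comparison of sgFLT3-DE-1 with the non-target guide, the most significantly decreased peak genome-wide was the targeted locus, at an FDR below 0.05. High-confidence ATAC-seq peaks were defined by an FDR below 0.05 and an absolute log2 fold change of at least 1.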

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

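The GC correction and its combination with the replicate block were chosen after the data were seen, as was the count of other splits. The target peak had a negative log2 fold change under every alternative, from -1.02 to -0.84 (adjusted p from 2.74e-10 to 1.0). It passed with loess offsets (-0.86, adjusted p = 0.0399), with the replicate block (-0.92, adjusted p = 2.74e-10) and with the GC correction and block together (-0.99, adjusted p = 3.52e-06). Higher peaks past FDR 0.05 numbered 2, against 1 with total counts only, DESeq2 or the GC correction, 5 with loess offsets or no filter, 4 after thinning, 0 with a mean count of at least 50, 17 with the replicate block, 12 with the GC correction and block, and 0 to 7 when a library was left out. Lower peaks numbered 0, against 1 with loess offsets, 57 with the replicate block, 8 with the GC correction and block, and 0 to 2 when a library was left out. By the labels the libraries share only a replicate number. Over peaks, the differences between replicates 1 and 2 correlated between the guides (r = 0.397), and simulated 2-fold changes with such shared effects were recovered in 33.1% of cases with the block (16 false calls over 5 runs) and 0% by group alone (0 false calls). With the block, 11 other named peaks passed that had not, namely TBC1D5, U6 and EEF1A1, the 5 lower peaks of smallest p, the peak 1.3 kb from the guide (-0.98, adjusted p = 0.0284), DNAJB1 and JMJD1C. Of the 3 splits of 4 libraries into pairs, 2 gave at least as many peaks as the real one (2 peaks), the real one included, and the highest other, the split by replicate number, gave 2249. That points to a structure of the samples, and 3 splits are too few for a share under 0.05. The class at 5 to 50 kb was no longer called with a mean count of at least 50 (-0.12), and its mean ranged from -0.39 to -0.017 when a library was left out. Other HOXA9-bound regions passed with no filter (-0.074), the GC correction (-0.056) and the GC correction with block (-0.067), and guide-like sites with these corrections (-0.46 and -0.44). The limit of 3 mismatches left no tested peak and gave no value. Promoter peaks were no longer called after the GC correction (-0.0022) or with the block added (-0.00699). Lists past FDR 0.05 numbered 7, against 3 with either GC correction and 4 to 7 when a library was left out, with 4 without sgNT replicate 2. Chromosomes past FDR 0.05 numbered 3, against 1 with no filter, limma-voom or either GC correction, and 0 to 8 when a library was left out. Chromosome 17 turned to 0.0053 with no filter. Leaving out a library turned chromosomes 17, 19 and 22 to means of 0.18, 0.04 and 0.19 without sgFLT3-DE-1 replicate 1 and 0.23, 0.12 and 0.21 without sgNT replicate 2, and their lowest means were -0.53, -0.63 and -0.54 without sgFLT3-DE-1 replicate 2. Fewer peaks or libraries enter some of these settings, and otherwise the cause was not tested. Of 1371 values of 96 other named peaks, 1334 kept their side of the threshold, 29 passed where they had not, 8 no longer passed and 0 reversed, while 57 of those that kept their side changed sign. With 2 libraries per guide and median counts per peak from 9 to 17, changes of single peaks near 2-fold were rarely detectable by group alone.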

Other observations

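The tests of vector sequence, of a shared source, of copy gain and of the globin cluster were chosen after the results were seen. The tests of the dCas9-KRAB cassette, GC content, chromosome 19 copies and regional windows were written before their results were seen.

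Peaks near the HBB, U6 and EEF1A1 peaks were examined as neighbours. Other tested peaks within 50 kb had log2 fold changes of -0.14 for the HBB peaks (1 peak), 0.06 and 0.07 for the U6 peak (2 peaks) and -0.37 and 0.21 for the EEF1A1 peak (2 peaks). The U6 peak holds the only GRCh37 match of the U6 forward primer with which the study sequenced its guide plasmids (GAGGGCCTATTTCCCATGAT, chromosome 15 from 68132613 to 68132632, minus strand).

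The higher counts at the HBB, U6 and EEF1A1 peaks may come from introduced DNA rather than from these loci. By the study's methods guides were cloned into the same lentiviral construct, and cells of both groups expressed dCas9-KRAB. Introduced DNA would thus have to differ in amount between the groups, which was not tested. A gain in copies of the chromosome segments is argued against by the 5 neighbouring peaks (median log2 fold change 0.0634), and an opening of the beta-globin gene cluster by its 3 other tested peaks (median -0.138, from -0.31 to 0.16). The U6 and EEF1A1 peaks cover promoters that lentiviral guide and Cas9 vectors commonly carry, and both were higher in the libraries of either number (log2 fold change of the U6 peak 1.81), but these peaks had drawn attention first and no vector sequence was used here, so vector copies stay open and untested. Whether HBB and U6 share a single source stays open, since their ratios of excess CPM over the sgNT mean, 1.29 and 1.39 in the sgFLT3-DE-1 libraries, differed 1.07 times, within counting error, and 2 libraries seen beforehand decide nothing. No consensus peak (0) covered the exons of ZNF10 that encode a KRAB domain, so the dCas9-KRAB cassette could not be followed, and the TBC1D5 peak has no explanation here.

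Promoter peaks and chromosome 19 peaks had lower means with sgFLT3-DE-1, and both classes are GC-rich (median GC content 66.4% and 62.7%, against 49.2% for all tested peaks). After correcting each library for GC content the promoter mean moved from -0.10 to -0.00222, so a GC trend between libraries may account for most of it. Without the correction, promoter peaks still averaged -0.10 and other peaks -0.03 at a GC content from 60 to 70%. At 50 to 60% they averaged -0.04 and 0.05. The gap was smaller at 70 to 100% (-0.15 and -0.13) and at 40 to 50% (0.04 and 0.06). On chromosome 19 the mean moved from -0.19 to -0.12, which leaves GC content open as a partial explanation. A loss of copies of chromosome 19 is argued against, in these libraries, by its 157 peaks outside promoters with lower GC content. Their mean log2 fold change was 0.0251 (SE 0.0305 over peaks). That SE does not cover the spread between libraries. Leaving out a library moved the mean of all chromosome 19 peaks to values between -0.63 and 0.12. An effect of the guide on promoters stays open as an untested biological explanation.

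The lower values around the target may reflect spreading of the repressor or a regional fluctuation. There were 19 other windows of 100 kb with at least 20 tested peaks. Of these, 31.6% had a mean log2 fold change as low as the window around the guide (-0.19 over 31 peaks). Regional variation along the chromosomes thus stays open as an explanation of the class as a whole. The windows were few and were compared without the correction for GC content. After that correction the mean of the class at 5 to 50 kb was -0.19, against -0.16 without it. Neither the peak at 1.3 kb (-0.97) nor the HOXA9-bound region at 23.3 kb (-0.84) passed singly by group alone. Neither was compared with single peaks of other windows.

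The adjusted p of the target peak here was 1.0 by edgeR with TMM scaling and by limma-voom, and 0.0399 with loess offsets. With the replicate number as a covariate in edgeR the adjusted p of the target was 2.74e-10, and 3.52e-06 with the GC correction added. The first value is higher and the other values are lower than the threshold quoted from the study above. For that threshold the study's methods name ABSSeq, and its supplementary notes name TMM factors with limma-voom. The edgeR fits here are thus another test than either, but limma-voom is the test of the supplementary notes. By limma-voom here the target had a log2 fold change of -0.918 (SE 0.228) and ranked 1 among lower peaks. Its adjusted p by limma-voom was still above the threshold.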
